A study of Solanum lycopersicum with 31 samples.

How the data were processed

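Leaf RNA of tomato (Solanum lycopersicum, cultivar Moneymaker) was sequenced as 31 libraries in 8 groups. Per the labels' protocols, plants grew in a chamber under metal halide and incandescent lamps, beneath a filter made of an organic solar cell blend or beneath a control filter without spectral selectivity. RNA was poly(A)-selected, and the libraries were pooled and sequenced together on the DNBSEQ platform.

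The deposited values are raw fragment counts. Per the file headers, the authors counted read pairs with featureCounts 2.0.1 on the reverse strand against a RefSeq annotation of the tomato genome build SL3.0. The aligner is not stated. Per the file headers, each exon record of the annotation was a counting feature of its own, so a fragment that overlaps more than 1 record is counted for none. The annotation lists an exon again for each transcript of a gene. Of 310488 exon records, 181694 (58.5%) share their coordinates with another record, and these hold 0 counts in all libraries. The counts therefore come mostly from genes with 1 annotated transcript: the 7197 genes with 2 or more transcripts are 23.1% of 31152 genes and hold 1.26% of the counts. Their median mean count is 0.677, against 24.97 for genes with 1 transcript. Changes in genes with several transcripts are thus measured poorly, and no length-scaled value was computed.

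Exon records were summed to genes by the gene identifiers in the files. Of the 31152 genes, 28826 identifiers were found in a RefSeq table of another assembly, which was not used for coordinates. Coordinates are those of the files, on SL3.0 and counted from 1. Groups and replicate numbers came from the sample labels. The library totals ranged from 13723119 to 15214288 counts, so that the floor of 3 counts corresponds to 0.197 to 0.219 CPM. These floors cover counting error only, because the counts carry no molecular identifiers. Within groups, none of the 45 replicate pairs agreed within sampling noise: the chi-square per gene was between 10.05 and 226.8.

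The main test was edgeR 4.0.16 (quasi-likelihood, TMM scaling, genes kept by filterByExpr) in R 4.3.3, with all 31 libraries in one fit and 1 mean per group, which left 16217 genes. Each of the 13 contrasts was adjusted on its own by the Benjamini-Hochberg method, with a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values of named genes are counts scaled to a common library total with TMM factors. The shares of variance came from adonis2 in vegan 2.7.1 on Euclidean distances of log2 CPM (prior count 2), with intensity, filter and their interaction entered in sequence and 9999 permutations. Gene families were defined by 13 fixed patterns in the gene descriptions and tested with camera in limma 3.58.1 (inter-gene correlation 0.01) in 6 contrasts. Of these, 12 had at least 3 genes and were tested. The early light-induced family had 1 gene and was not tested. The fixed clock pattern also meets some acylhydrolases by its letters. It was kept as fixed, and a version without them was added after the data were seen.

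The named genes followed a rule set before the data were examined. For each filter against its control, and for the control filter between experiments, the gene with the largest increase and the one with the largest decrease were taken. They had to pass the threshold, reach a mean log2 CPM of at least 1 and have groups that do not overlap. For each interaction the gene with the smallest p was taken if it passed the threshold. A gene past the threshold in the same direction in all 6 filter contrasts would also have been named.

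On simulated counts of 16217 genes with 200 changed 2-fold, edgeR recovered 57.3% of the 199 changed genes that were tested, with 6 false calls among 120. It made 0 calls in a contrast without change. DESeq2 recovered 63.3%, with 16 false calls among 142.

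Alternatives set before the data were examined were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no low-count filter, at least 10 counts in every library, an absolute log2 fold change of at least 1, a fit of the compared groups alone, the replicate number as a block, each library left out, and 3 libraries left out together. The identifiers of those 3 libraries, labelled C_PC 4, PI_PC 4 and FP_PC 4, carry a block code that otherwise belongs to another group. They were analysed under their labels. A fit of the genes with 1 annotated transcript was added after the data were seen. The replicate numbers come from the sample titles. GC content was not examined, because no genome sequence was used here.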

Results

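Leaf transcriptomes were measured in 31 tomato plants grown under 4 light filters in 2 experiments. The 3 organic solar cell blends were FTAZ:IT-M (FI), FTAZ:PCBM (FP) and PTB7-Th:IEICO-4F (PI), which transmit different parts of the spectrum, and the control (C) was spectrally neutral. In one experiment the photon flux reaching the plants was held equal (PC), and in the other the height was held equal (HC). Each group held 4 libraries except PI_HC, which held 3. Totals lay between 13723119 and 15214288 gene counts per library, and 18207 to 19549 genes had at least 1 count. The 10 genes with the most counts took 6.19% to 10.4% of a library. The labels of 3 libraries conflict with their identifiers, so they are called the libraries labelled C_PC 4, PI_PC 4 and FP_PC 4. Each contrast that uses their groups rests on labels in doubt. The other contrasts are not free of them, because all groups share 1 fit and its estimate of spread. PI_HC against C_HC, for example, went from 348 to 707 genes when these 3 libraries were left out.

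The first question was how much of the variation between libraries the design accounts for. The filter took 13.1% of the variance (permutation p = 0.0385), the intensity experiment 4.70% (permutation p = 0.0822) and their interaction 12.6% (permutation p = 0.0554). Without the 3 libraries with conflicting identifiers the filter took 18.8% and the interaction 17.9% (permutation p = 0.0003). The first principal component of the 2000 most variable genes held 28.5% of the variance. It set the libraries labelled C_PC 4, PI_PC 2 and PI_PC 3 at -61.7, -60.2 and -58.6, apart from the others. The log2 CPM profile of the library labelled C_PC 4, centred per gene, had a Pearson r across genes of 0.718 with PI_PC 2 and 0.707 with PI_PC 3. Genes are not independent replicates. Over all pairs the median r was 0.0785 within groups and -0.0557 between groups.

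**Figure D1:**
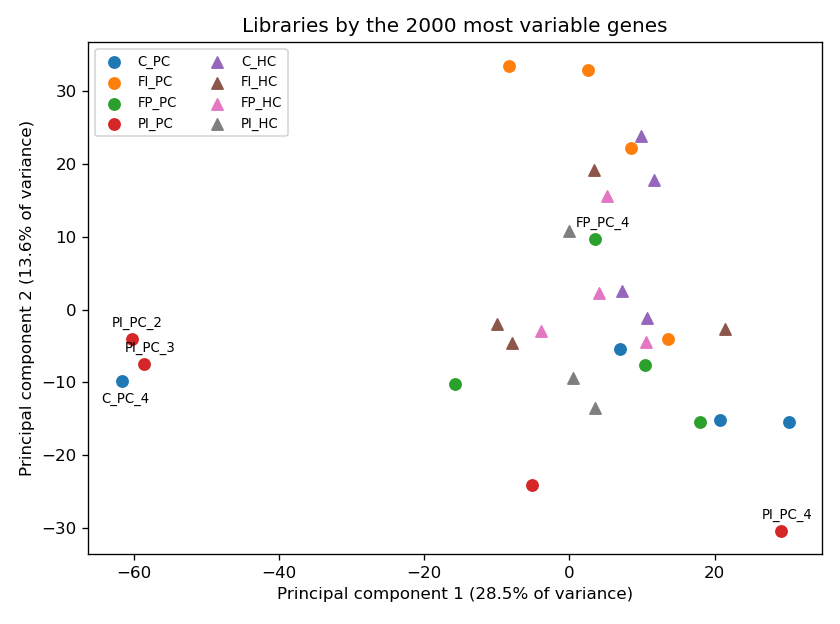
Each point is 1 library, placed by principal components 1 (28.5% of variance) and 2 (13.6%) of log2 CPM of the 2000 most variable genes; colours give the labelled group, circles PC and triangles HC. The libraries labelled C_PC 4, PI_PC 2 and PI_PC 3 lie between -61.7 and -58.6 on component 1, apart from the others.

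The next question was which genes each filter changed against the control at equal photon flux. FI_PC differed from C_PC in 366 genes (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), of which 232 were higher and 134 lower. A fit of these groups alone gave 15 genes. Without the 3 libraries with conflicting identifiers, among them the library labelled C_PC 4, it was 1025. Leaving out FI_PC 2, 3 or 4 gave 156, 138 or 238 genes, and leaving out FI_PC 1 gave 410. FI_PC 2, 3 and 4 belong to a set of 9 libraries that share wide gaps in 7 genes, described below. The set holds 0 libraries of C_PC, so a filter effect cannot be told apart here from a difference between plants. The largest increase was in LOC101261752 (F-box protein PP2-B15, chromosome 1, 89957451 to 89959266). Its mean rose from 2.73 ± 1.58 CPM (SD, n = 4) in C_PC to 22.4 ± 6.22 CPM (SD, n = 4) in FI_PC. The log2 fold change was 3.05 with a standard error of 0.526 and an edgeR adjusted p of 0.00231. The largest decrease was in LOC109119841 (bidirectional sugar transporter N3-like, chromosome 3, 61334416 to 61336319). Its log2 fold change was -2.53 with a standard error of 0.438 and an edgeR adjusted p of 0.00231, which was 0.129 in a fit of these groups alone. Leaving out the 3 libraries gave a log2 fold change of -1.75 with an edgeR adjusted p of 0.00219. Its mean was 1.87 ± 0.496 CPM (SD, n = 4) in FI_PC and 10.8 ± 9.07 CPM (SD, n = 4) in C_PC. In FP_PC against C_PC 0 genes passed the threshold, while 654 had an unadjusted p under 0.05.

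PI_PC differed from C_PC in 48 genes, 21 higher and 27 lower (edgeR, adjusted p under 0.05). This contrast uses the libraries labelled C_PC 4 and PI_PC 4. Without the 3 libraries with conflicting identifiers, 4634 genes passed, 2214 higher and 2420 lower, including all 48. With the replicate number as a block, 25 genes passed. The mean correlation of deviations of same-numbered libraries was -0.196, against 0.0587 for other pairs of these groups. The largest increase was in LOC101254946 (class IV heat shock protein-like, chromosome 1, 91487740 to 91488588), from 18.8 ± 8.98 CPM (SD, n = 4) to 128 ± 81.4 CPM (SD, n = 4). Its log2 fold change was 2.77 with a standard error of 0.492 and an edgeR adjusted p of 0.018. The largest decrease was in LOC101249394 (hydroxymethylglutaryl-CoA synthase, chromosome 8, 63611252 to 63615621), with a log2 fold change of -1.40, a standard error of 0.305 and an edgeR adjusted p of 0.0394. That call was lost with the block, where the edgeR adjusted p was 0.0598. In a fit of these groups alone 0 genes passed, with 838 at an unadjusted p under 0.05, and the edgeR adjusted p of both named genes was 0.847.

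**Figure D2:**
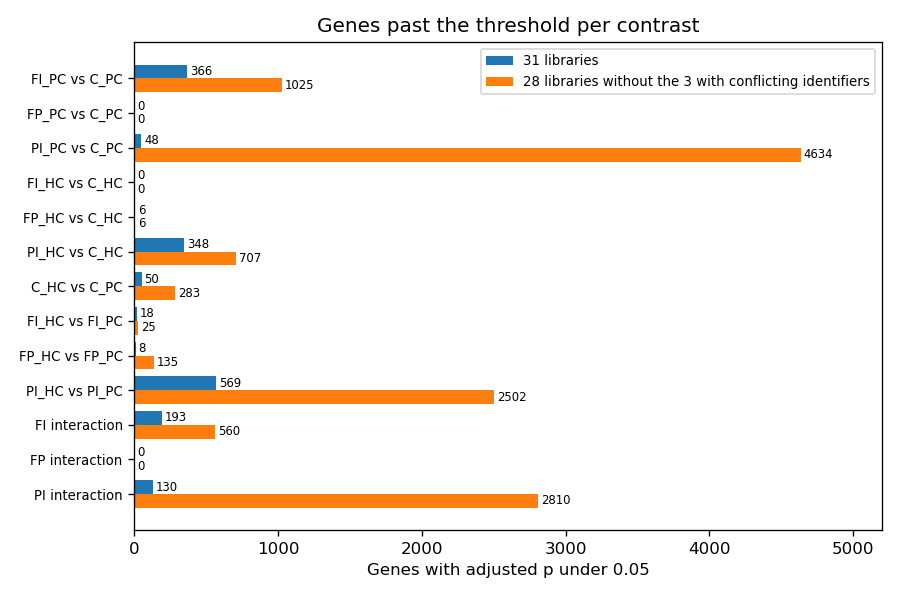
Bars give the number of genes with an adjusted p under 0.05 in each of 13 contrasts, for all 31 libraries and for the 28 left without the 3 with conflicting identifiers. PI_PC against C_PC gave 48 genes with all libraries and 4634 without the 3, while FP_PC and FI_HC against their controls gave 0 in both.

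The same comparison was made at equal height. FI_HC differed from C_HC in 0 genes, with 842 at an unadjusted p under 0.05. FP_HC differed from C_HC in 6 genes, 3 higher and 3 lower. With the replicate number as a block, 3 genes passed in this contrast, and same-numbered libraries had a mean correlation of deviations of 0.113. The largest increase was in LOC101255788 (protein GIGANTEA, chromosome 4, 59098860 to 59140915), from 10.1 ± 3.89 CPM (SD, n = 4) to 32.4 ± 7.31 CPM (SD, n = 4). Its log2 fold change was 1.69 with a standard error of 0.324 and an edgeR adjusted p of 0.0481, which was 0.0692 with the block. The largest decrease was in LOC101243970 (protein RESPONSE TO LOW SULFUR 3-like, chromosome 3, 60555181 to 60555854), with a log2 fold change of -1.59, a standard error of 0.246 and an edgeR adjusted p of 0.0103.

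PI_HC differed from C_HC in 348 genes, 167 higher and 181 lower (edgeR, adjusted p under 0.05). Leaving out PI_HC 4 gave 60 genes, against 227 without PI_HC 1 and 190 without PI_HC 3. The largest increase was in LOC101249931 (homeobox-leucine zipper protein HAT4, chromosome 6, 38967783 to 38969717), from 15.8 ± 4.38 CPM (SD, n = 4) to 74.2 ± 13.5 CPM (SD, n = 3). Its log2 fold change was 2.23 with a standard error of 0.463 and an edgeR adjusted p of 0.0105. The largest decrease was in LOC101257409 (amino acid transporter AVT1H, chromosome 9, 72715230 to 72717407), with a log2 fold change of -2.80, a standard error of 0.758 and an edgeR adjusted p of 0.0477. That gene did not pass without the low-count filter, where its edgeR adjusted p was 0.0566, or with the replicate number as a block, where it was 0.0763. The correlation of deviations of same-numbered libraries was -0.0213 in these groups.

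Whether the 3 filters shared genes was asked within each experiment, where they share 1 control group. No gene could pass in all 3, because FP_PC and FI_HC had 0 genes past the threshold, and the count was 0 in both experiments. In HC, 6 genes passed in both FP and PI in the same direction and 0 in opposite directions. In PC, 2 genes passed in both FI and PI in the same direction and 2 in opposite directions. The log2 fold changes of the filters correlated across genes with r between 0.154 and 0.483 in PC and between 0.502 and 0.589 in HC, which the shared control raises.

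The same filter was then compared between the experiments. C_HC differed from C_PC in 50 genes, 31 higher and 19 lower, and DESeq2 size factors gave 31 higher and 34 lower. The share of higher genes thus moved from 62% to 47.7%. The experiment and the intensity cannot be told apart here. LOC101263667 (LRR receptor-like kinase FLS2, chromosome 2, 41055743 to 41060764) rose most, with a log2 fold change of 2.12, a standard error of 0.411 and an edgeR adjusted p of 0.014, which was 0.075 in a fit of these groups alone. LOC109119841 fell most, with a log2 fold change of -1.88, a standard error of 0.419 and an edgeR adjusted p of 0.0424. The library labelled C_PC 4 had 24.2 CPM of it, against 4.61 to 8.52 CPM in C_PC 1 to 3. Without the 3 libraries with conflicting identifiers its log2 fold change was -1.10 with an edgeR adjusted p of 0.0673. With those libraries kept, the edgeR adjusted p was 0.0634 with the replicate block and 0.383 in a fit of these groups alone. Between HC and PC, 18 genes differed under FI, 8 under FP and 569 under PI. Fits of only the 2 compared groups gave 13, 39 and 0 genes, and 0 for C_HC against C_PC. Without PI_HC 4 the PI count was 47. The main fit took 1 spread per gene from all groups, whose spreads were unequal. The chi-square per gene of replicate pairs was 10.05 to 29.9 in PI_HC and 20.62 to 217.8 in PI_PC. These counts thus depend on which groups enter the fit.

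The effects of a filter in the 2 experiments were compared across 16217 genes. Pearson's r of the log2 fold changes was -0.297 for FI (jackknife SE 0.234), -0.0645 for FP (jackknife SE 0.217) and 0.0325 for PI (jackknife SE 0.139), so none differed from 0 by 2 standard errors. Genes whose filter effect differed between the experiments, by the interaction term, numbered 193 for FI (80 higher and 113 lower), 0 for FP (594 at an unadjusted p under 0.05) and 130 for PI (67 higher and 63 lower).

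LOC101257319 (5'-adenylylsulfate reductase 3, chromosome 2, 29913915 to 29916444) had the smallest p in the FI and the PI interaction. The difference in log2 fold change was -3.11 for FI (standard error 0.36, edgeR adjusted p 4.69e-05) and -2.72 for PI (standard error 0.381, edgeR adjusted p 0.00184). Its means were 37.0 ± 12.1 CPM (SD, n = 4) in C_PC and 93.9 ± 20.3 CPM (SD, n = 4) in C_HC. FI_PC had 168 ± 57.1 CPM (SD, n = 4) and FI_HC 49.5 ± 14.4 CPM (SD, n = 4). PI_PC had 50.4 ± 11 CPM (SD, n = 4) and PI_HC 19.4 ± 0.757 CPM (SD, n = 3). The FI and PI interactions use the same C_PC and C_HC groups, so the rise between those groups enters both.

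**Figure D3:**
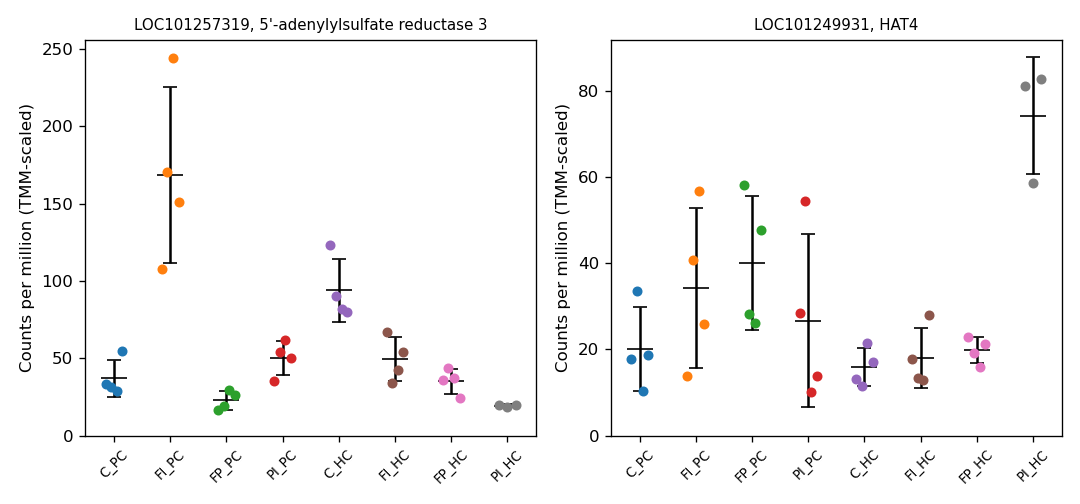
TMM-scaled CPM of LOC101257319 (left) and LOC101249931 (right) in each library; points are libraries, horizontal marks group means and bars 1 SD. LOC101257319 averaged 168 CPM in FI_PC and 37.0 CPM in C_PC, and LOC101249931 averaged 74.2 CPM in PI_HC and 15.8 CPM in C_HC.

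Families of genes were tested in the 6 filter contrasts with camera, 72 tests in all. Of these, 24 passed an adjusted p of 0.05 at a fixed inter-gene correlation of 0.01, and 0 passed when the correlation was estimated for each family. The smallest adjusted p belonged to the 187 cytosolic ribosomal protein genes in FP_HC (mean log2 fold change -0.232, camera adjusted p 3.72e-30). This family passed in each contrast except FP_PC (camera adjusted p 0.756), with a mean of 0.215 in FI_PC (camera adjusted p 1.27e-14). Passing at the fixed correlation was thus not particular to the 2 families described next. With the correlation fixed, the 26 chlorophyll a/b-binding protein genes had a mean log2 fold change of -1.07 in FI_PC (camera adjusted p 2.48e-08), -0.847 in PI_PC (camera adjusted p 6.08e-05) and 0.493 in FP_PC (camera adjusted p 0.000282). At equal height the mean was 0.705 in PI_HC (camera adjusted p 0.00253), opposite in sign to PI_PC, and 0.224 in FI_HC and 0.0196 in FP_HC (camera adjusted p 0.307 and 0.875). The FP_PC mean reversed to -0.305 (camera adjusted p 0.0213) and the PI_PC mean was -2.22 (camera adjusted p 2.65e-17) without the 3 libraries with conflicting identifiers. The 41 heat shock protein genes had a mean log2 fold change of 0.950 in PI_PC (camera adjusted p 1.36e-18). Their mean was 0.219 in FI_PC (camera adjusted p 0.0392). In the remaining contrasts it lay between -0.168 in PI_HC (camera adjusted p 0.24) and 0.0811 in FI_HC (camera adjusted p 0.199), and none passed. With the replicate number as a block, which cannot move a mean over 4 against 4 same-numbered libraries, the PI_PC camera adjusted p was 1.29e-18 for the heat shock and 0.000103 for the chlorophyll a/b-binding protein genes. The same-numbered correlation for these groups was -0.196.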

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

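All tests in this part were chosen after the results were seen, with these exceptions. The comparison of the 3 libraries with conflicting identifiers was set before the data were examined. So were the alternative fits used here, such as those leaving out these 3 libraries or any single library. The fit of genes with a single annotated transcript was added afterwards. Gaps between the most extreme library and its nearest neighbour were computed 50 times in groups of 4 libraries, and 7 were wide for such a group. That is more than the 5% that chance gives for independent measures. The measures of one library depend on each other, and how far that raises the number was not tested.

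The total count of FI_PC 4 was 15178270 against 14790602 to 14811741 in its group, and that of C_PC 2 was 14583317. These are gaps in depth itself, and no explanation of them was tested. The 10 genes with the most counts took 8.88% of C_HC 4, and organelle genes took 0.167% of FP_HC 4. The totals of the 31 libraries differed by at most 1.11 times, which speaks against depth for these gaps in shares. No biological explanation was tested for them.

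The 10 genes with the most counts took 7.03% of the library labelled C_PC 4, against 9.89% to 10.2% in C_PC 1 to 3. PI_PC 1 to 3, whose block code this library shares, averaged 7.56%, nearer to it than the C_PC mean. All 3 of the libraries with conflicting identifiers lay nearer the mean profile of the libraries sharing their block code than that of their labelled group. For the library labelled C_PC 4 the root mean square distances over 500 genes, chosen without the 3 libraries, were 0.457 to the code group and 1.47 to the labelled group. For PI_PC 4 they were 0.645 and 1.03, and for FP_PC 4 they were 0.330 and 0.413. A mislabelled sample may explain this. By Pearson r of the profiles, however, PI_PC 4 lay closest to C_PC 3 (0.506). Its r was -0.153 to 0.375 with FP_PC 1 to 3 and -0.363 to 0.322 with PI_PC 1 to 3. The distance test is weak for a single library, since 12 of the 28 libraries without a conflict lay nearest their own group. For FP_PC 4 the distances are close. The labels were kept.

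LOC101255788 stood at 21.5 CPM in FP_HC 1 and 35.6 to 36.8 CPM in the rest of FP_HC. It was the lowest of its group, the higher one, so leaving it out can only raise the log2 fold change against C_HC, which became 1.84. The edgeR adjusted p was then 0.0687 (range over alternatives 0.000269 to 0.43). LOC101263667 stood at 0.72 CPM in C_PC 3, the lowest of the lower group, and leaving it out can only reduce the log2 fold change between the control groups, which became 1.97 with an edgeR adjusted p of 0.0466 (range over alternatives 0.000175 to 0.075). Across the 8 fits that each left out 1 library of the compared groups, the log2 fold change of LOC101255788 was 1.56 to 1.97 and that of LOC101263667 was 1.96 to 2.24, so neither change came from a single library. The adjusted p was above 0.05 in 7 of the 8 fits for LOC101255788 and in 1 of 8 for LOC101263667. No biological explanation was tested for either gap.

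The FI effect differed between the experiments in 193 genes by the interaction term. Of 25 splits that swapped same-numbered libraries between filter and control, 1 gave as many genes, the real one, and the others gave 0 to 44. Without the 3 libraries with conflicting identifiers 560 genes passed, so these libraries do not produce the count. Among genes with 1 annotated transcript 197 passed, which speaks against the counting of genes with several transcripts. Mean totals of the 4 groups differed by 1.02 times. The log2 changes followed gene span with a Spearman rho of 0.134 across genes, too small to settle either way. A set of 9 libraries that share all-or-none genes holds 3 libraries of FI_PC and 0 of C_PC, so the pattern cannot be told apart from a difference between plants. GC content was not tested.

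The PI effect differed between the experiments in 130 genes. Of 25 splits, 7 gave as many genes, the real one included, with up to 3165, so this count is not distinguished from other splits of the same libraries. Without the 3 libraries 2810 genes passed, and among genes with 1 annotated transcript 162 passed. Mean totals differed by 1.04 times, and the Spearman rho with gene span was 0.159. Some splits exchange the libraries labelled C_PC 4 and PI_PC 4, so a mislabelled sample may lower the real count. GC content was not tested.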

How the results depend on the processing

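Of 502 recomputed values of the comparisons, 365 kept their side of the threshold, stayed within 1.5 times for a count, or moved by no more than the jackknife SE for a correlation; 116 moved, 14 were weaker and 7 stronger. Correlations near 0 changed sign within that error: the one between the FP effects of the experiments in 4 of 23 alternatives (-0.2002 to 0.0535) and the one for PI in 3 of 22 (-0.0350 to 0.0921). The one for FI ranged from -0.429 to -0.0678, the last without a low-count filter. The 365 include values that could hardly move. The jackknife SE is built from the fits leaving out 1 library, so a single such fit can hardly exceed it, and 0 did. The counts of genes shared by 3 filters were nearly fixed at 0, because FP_PC and FI_HC had 0 genes past the threshold. For the named genes, 158 of 202 values kept their side of the threshold, 44 were weaker and 0 reversed. The cause was not tested for the changes below except where stated.

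The DESeq2 Wald test gave 654 genes for FI_PC, 4 for FP_PC, 373 for PI_PC, 2 for FI_HC, 14 for FP_HC and 678 for PI_HC against their controls. It gave 311 for C_HC against C_PC, 42, 68 and 1105 for FI, FP and PI between experiments, 447 and 448 for the FI and PI interactions, and 1 gene shared by the 3 filters in HC. Of the PI_PC genes 27.9% were higher under DESeq2, against 43.8% in edgeR, and of the C_HC against C_PC genes 47.6% against 62%. For FI between experiments the share of higher genes was 45.2% against 33.3%, for FP 60.3% against 75% and for PI 49.5% against 58.2%.

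Fitting only the compared groups gave 15 genes for FI_PC, 0 for PI_PC (838 at an unadjusted p under 0.05), 735 for PI_HC, 0 for C_HC against C_PC (1296 at an unadjusted p under 0.05), 39 for FP between experiments, 0 for PI between experiments (1967 at an unadjusted p under 0.05) and 1 for the PI interaction. Leaving out the 3 libraries with conflicting identifiers gave 1025 for FI_PC, 4634 for PI_PC, 707 for PI_HC, 283 for C_HC against C_PC, 135 and 2502 for FP and PI between experiments, and 560 and 2810 for the FI and PI interactions. An absolute log2 fold change of at least 1 left 107, 31, 125, 19, 4, 266, 107 and 85 genes for FI_PC, PI_PC, PI_HC, C_HC against C_PC, FP and PI between experiments, and the FI and PI interactions. Without a low-count filter the FI interaction had 123 and the PI interaction 80 genes, and with at least 10 counts in every library PI_PC had 76.

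With the replicate number as a block, 284 genes passed for FI_PC, 25 for PI_PC, 3 for FP_HC, 258 for PI_HC, 48 for C_HC against C_PC, 16, 3 and 456 for FI, FP and PI between experiments, and 142 and 77 for the FI and PI interactions. Same-numbered libraries of different groups of one experiment had a mean correlation of deviations of -0.0362, and the mean was within 0.1 of 0 in 8 of the 10 contrasts of 2 groups; the exceptions were PI_PC (-0.196) and FP_HC (0.113) against control, where the block took the counts from 48 to 25 and from 6 to 3. The variance share of the filter was 12.9% with the block (permutation p = 0.0598). It was 12.2% over the 500 most variable genes (permutation p = 0.136) and 13.1% by 1 minus Spearman's correlation (permutation p = 0.217). The interaction share was 17.9% without the 3 libraries (permutation p = 0.0003). The family tests past the threshold numbered 0 with the inter-gene correlation estimated, 22 with the block, and 25 when acylhydrolases were left out of the clock family, an alternative chosen after seeing the data.

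Leaving out 1 library at a time gave from 138 to 681 genes for FI_PC, 0 to 1 for FP_PC, 0 to 2389 for PI_PC, 0 to 3 for FI_HC, 0 to 7 for FP_HC and 60 to 370 for PI_HC. The range was 26 to 159 for C_HC against C_PC, 7 to 20, 0 to 16 and 47 to 1040 for FI, FP and PI between experiments, and 89 to 368 and 5 to 1195 for the FI and PI interactions. Among the named genes, LOC101261752 and LOC109119841 in FI_PC and LOC101257319 in both interactions kept an edgeR adjusted p under 0.05 in each of the fits that left out 1 library, and the other named calls lost it in at least 1. In the fit of only the compared groups LOC109119841 in FI_PC lost it (adjusted p 0.129, range over alternatives 1e-06 to 0.129). LOC101249931 lost it when PI_HC 4 was left out (adjusted p 0.0647, range over alternatives 0.000228 to 0.0647). The filter's variance share ranged from 12.5% to 16.01% with permutation p from 0.0007 to 0.0817, and 11 of 31 fits crossed the threshold. The interaction's ranged from 11.8% to 14.7%, with permutation p from 0.0041 to 0.146, and 6 of 31 crossed it.

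Of the 8 splits that part the same number of same-numbered pairs, 1, the real one, gave as many genes for FI_PC, FP_HC and PI_HC against control and for each of the 4 filters between experiments. For PI_PC, 3 of 8 gave as many: exchanging the number 4 libraries gave 5994 genes, and exchanging numbers 2 and 3 gave 3159. For FP_PC and FI_HC, with 0 genes (654 and 842 at an unadjusted p under 0.05), 8 of 8 did. The other splits put at least 1 library of each group in the other, and with 8 splits no share can fall under 0.125. For the FP interaction, with 0 genes (594 at an unadjusted p under 0.05), 25 of 25 did. Of 100 shuffles of the filter labels, 18 gave as many family tests past the threshold, so that count is not distinguished from other groupings.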

Other observations

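The tests in this part were chosen after the patterns were seen, except the fits leaving out a single library, which were set before. Over all libraries, 14 genes had a gap of more than 2 in log2 CPM between a lower and an upper set of libraries. For 7 of them, on 5 chromosomes, the smaller set was the same 9 libraries: FI_PC 2, 3 and 4, FP_PC 4, PI_HC 1, C_HC 2 and 4, FI_HC 3 and FP_HC 2. LOC101249728 (protein JINGUBANG, chromosome 5, 7319613 to 7321184) had at least 250 counts in those 9 and at most 3 in the other 22. In 10000 draws of independent random sets of the same sizes, at most 2 genes shared a set (permutation p = 1e-04, the smallest they can give). On principal component 2, which held 13.6% of the variance, these 9 libraries scored 9.74 to 33.5 and the other 22 at most 2.52. The set did not follow the 8 groups (Fisher's exact test, p = 0.353). Plants that differ in genotype are a candidate explanation. A shared regulatory state could give the same pattern and was not tested. FI_PC held 3 of these libraries and C_PC 0, which limits the FI_PC contrast. A second set, of the libraries labelled C_PC 4, PI_PC 2 and PI_PC 3, was shared by 5 genes. The widest gap, 6.45 in log2 CPM, was in LOC101258610 (dnaJ protein homolog), which followed a different set. It had at most 66 counts in C_PC 1, 2 and 4, PI_PC 1 and 2, PI_HC 4, FI_HC 1 and 4 and FP_HC 3. The other 22 libraries had at least 6133. The low set holds C_PC but no FI_PC libraries, so it limits the FI_PC contrast as well.

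FI_PC 4 and PI_HC 4 had counts in 18241 and 18207 genes. Among 2781 genes with a mean of 1 to 5 counts, 40.8% and 41.4% were at 0 in these libraries, against 17.0% to 29.3% in the other 29. The summed counts of those genes were 0.881 and 1.13 times the sum expected from the other libraries, within the range of 0.809 to 1.36 of the rest. The expected sum was scaled to each library's total, so it cannot test depth. FI_PC 4 had the largest total of its group, 15178270 counts, which speaks against depth there. PI_HC 4 had the smallest of all, 13723119, and depth was not tested for it. Fewer distinct molecules in these libraries may explain the zeros. No biological explanation was tested. Organelle genes took 0.638% of PI_HC 4 and at most 0.174% of any other library. Of the fits that left out 1 library, the one without PI_HC 4 gave the fewest genes in each contrast using PI_HC. They were 60 for PI_HC against C_HC, 47 for PI between experiments and 5 for the PI interaction.

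The exon records with identical coordinates held 0 counts over all libraries, as the authors' counting of each record as its own feature would give.

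LOC101257319 had the smallest p in the FI and PI interactions, and a shared change of sulfate uptake and reduction genes was a hypothesis. LOC101243970, a RESPONSE TO LOW SULFUR 3-like gene already named in the report, moved the same way. Its differences were -2.39 (edgeR adjusted p 0.000207) for FI and -1.88 (edgeR adjusted p 0.0125) for PI. The 2 interactions share both control groups, so agreement between them is not independent evidence. LOC101243970 averaged 83.1 CPM in C_PC and 142 CPM in C_HC. From PC to HC it fell from 198 to 64.3 CPM under FI and from 120 to 55.6 CPM under PI. The controls thus gave only part of each difference. Without both named genes, the remaining 19 such genes had a mean difference in log2 fold change of -0.397 in the FI interaction and 0.0861 in the PI interaction (camera adjusted p 0.114 and 0.373 over 26 tests). Adjusted over the 3 interactions alone, the camera adjusted p was 0.0393 for FI and 0.258 for PI. With LOC101243970 kept, the mean over 20 genes was -0.498 for FI and -0.0166 for PI, with camera adjusted p 0.00401 and 0.513 over the same 3 tests. With the inter-gene correlation estimated, the adjusted p over 3 tests for FI was 0.243 for the 19 genes and 0.0653 for the 20. For the FI interaction the outcome thus depends on the number of tests adjusted for and on the inter-gene correlation. For the PI interaction neither set passed, nor for FP (19 genes, mean -0.131, camera adjusted p 0.289 over 3 tests). Over the 26 tests the lowest camera adjusted p of the 19 genes was 0.0502. It came from PI_PC against C_PC (mean log2 fold change -0.277) and from PI_HC against PI_PC (0.302). In the latter LOC101257319 fell. LOC101249931 was higher in PI_HC in 3 of 3 libraries, and the other 13 genes picked as shade-related had a mean log2 fold change of -0.204 there (camera adjusted p 0.326). This does not bear out a shared rise of these 13 genes. They were picked by letters in the descriptions. The letters for ATHB-4 also met ATHB-40-like genes, and HAT22 and HAT5 genes were included. The set therefore cannot decide whether a shade response took place.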
